A study of Sus scrofa with 36 samples. Its data were reported in "Multi-tissue metabolic and transcriptomic responses to a short-term heat stress in swine" (2024).

How the data were processed

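Total RNA from the thyroid glands of 36 castrated male pigs was labelled with Cy3 and hybridized to 1-colour Agilent porcine expression arrays, 1 pig per array. The labels name 3 breeds, which are Creole (CR), Large White (LW) and a cross called F1, and 2 temperatures, 24 and 30 °C, with 6 pigs in each of the 6 groups. The protocol text of the same records gives the hot temperature as 32 °C and the exposure as 5 days. The groups are named here by the labelled temperature. The same text says that the 24 °C pigs were slaughtered before the exposure and the 30 °C pigs after it, so temperature and the time of slaughter, with the age and the day that go with it, cannot be told apart. Pen, day of slaughter, sire, dam and litter are terms or groupings of the study's design that the labels do not give, and none of them was used. Littermates of a breed were treated as independent pigs, and a difference between breeds cannot be told apart from a difference between the few families that stand for each breed.

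The scanner files hold, per the file headers, the mean and median pixel intensity of each spot, the local background intensity and a processed intensity from which background was subtracted, and none of these was scaled between arrays. The authors took the median pixel intensity without background subtraction, scaled it by quantile normalization and deposited it as log2 values for a part of the probes. The values reported here were remade from the scanner files in the same way. The 1319 control spots of each array were left out, 106 spots marked as non-uniform were set to missing, quantile normalization was run over the 60306 remaining spots of the 36 arrays, log2 was taken, and the spots of a probe were averaged, which gave 60305 probes. A probe was tested when the scanner software called its spot well above background on at least 5 of the 6 arrays of at least 1 group, which left 46222 probes. The remade values differed from the deposited log2 values of 46097 probes by a median of 0.0056, and 45517 of those probes were tested here.

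Arrays have no read depth, and the number of arrays and the signal over background limit the precision. Between 72.8% and 80.3% of the probes of an array were well above background, with a median of 77.0%. The median intensity of an array lay between 132.5 and 173 units, the negative controls lay between 25 and 28 units, and 0 spots were saturated. The arrays lay on 5 slides, 8 on each of slides 1 to 4 and 4 on slide 5, and each slide was scanned once. Slides 1 to 4 held pigs of all 6 groups and slide 5 held pigs of 3 groups. No other processing batch is given.

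Gene names were taken from the scanner files and updated with a list of current pig gene names (assembly Sscrofa11.1). Of the tested probes, 12412 were matched by their symbol, 8677 by an accession, 1326 by a gene number and 159 by an older symbol, 1105 kept a name that the list does not hold, and 22543 had no name. The files give no genome positions for the probes, so none is reported. The 23679 named probes stand for 11459 genes.

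All tests across probes used limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes) with Benjamini-Hochberg adjustment over the tested probes, and a probe with an adjusted p under 0.05 is called. All 36 arrays were in each model, so the groups share a common estimate of the spread. The model for heat and for the breeds had a term for each breed and a term for temperature. The changes within each breed and the test of whether breed and temperature interact came from a model with the 6 group means. The cross was set against LW, against CR and against the mean of both. Heat changes are the 30 °C pigs minus the 24 °C pigs on the log2 scale. SD is over pigs, and SE is from the model.

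A total of 23 gene lists was tested with limma's camera at a preset correlation between genes of 0.01, 2-sided, on the probe of each gene with the highest mean signal, adjusted over the 21 lists with at least 3 tested genes. The lists of cold-inducible RNA-binding genes, with 2 tested genes, and of parathyroid markers, with 1, were not analysed here. Of the 23 lists, 12 name processes and 11 name markers of cell types. The lists were written by hand from general knowledge with the paper at hand, and heat shock, cell cycle, p53 and pyrimidine genes were included because the study names these terms for the thyroid, so calls on these 4 lists are not independent evidence. The score of a list is the mean of its genes' log2 values in a pig. Changes of a score within a breed were tested by exact permutation of 6 against 6 pigs, which has 924 splits, 2-sided. Changes over all breeds and differences between breeds were tested by permutation with 100000 resamples, and all were adjusted over the 21 lists.

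The genes named were set by a rule. For heat they are the 5 called genes with the largest change in each direction, and for LW against CR and for the cross against the mean of both breeds the 3 largest, among named probes that changed in the same direction in each breed, or at each temperature, with 1 probe per gene. Not every gene that the rule selects is used here. The rule adds genes to be given whatever their values, of which HSPA8, HSPH1, TG, TSHR and SLC5A5 are used here, and called genes of the heat shock, thyroid hormone, cell cycle, p53, pyrimidine and cold-inducible lists. JUN, EGR1, DUSP1, KLF9 and HBB fall outside the rule and were chosen after their values were seen.

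The model, the filter, the gene lists, the naming rule and all alternatives but 1 were chosen before the data were examined. The alternatives were the processed intensity scaled to the 75th percentile of each array, a normexp background correction with an offset of 50 followed by quantile normalization, the median intensity scaled to the 75th percentile, the deposited values, no filter, a filter of well above background on all 36 arrays, slide as a fixed or a random block, position on the slide as a block, array weights, a variance prior with an intensity trend and robust estimation, no breed term or the mean of the changes within the breeds for heat, and each array left out in turn. The lists were also tested with limma's fry, with camera at an estimated correlation and with the mean of all probes of a gene. Leaving out each array in turn for the named genes was added after the data were seen.

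The pipeline was tested on simulated arrays, drawn with each probe's own mean and spread and with known changes added to 200 probes. Of the probes changed by 0.5 on the log2 scale, 92.0% were called for heat, 54.0% within CR, 61.0% within F1, 63.0% within LW and 34.0% by the test of interaction. Of those changed by 1, these shares were 99.0%, 93.0%, 90.0%, 93.0% and 83.0%. Each result was also recomputed for 100 splits of the same pigs into groups of the same sizes, the real split included. The splits, the models with marker scores, the mean of the breeds on the linear scale and the position of F1 between the breeds used the 46162 tested probes with a value on all 36 arrays. The other tools were the R package data.table (version 1.17.8), Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.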

Results

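Gene expression was measured in the thyroid glands of 36 pigs, 6 in each of the 6 groups made by 3 breeds and 2 labelled temperatures. Each breed had 12 pigs and each temperature 18. Of the 60305 probes, 46222 were tested. Over the 630 pairs of arrays the correlation of log2 intensities lay between 0.983 and 0.995. The SD of the differences between 2 arrays had a median of 0.36 on the log2 scale within a group and 0.39 between groups.

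The first comparison asked how gene expression in the thyroid differed between the pigs slaughtered after the days of heat and those slaughtered before, over the breeds. A total of 546 probes was called, of which 141 were higher and 405 lower in the 30 °C pigs. All 546 changed in the same direction in each of the 3 breeds. The named probes among them stood for 174 genes, 26 higher and 148 lower. The change was at least 1 on the log2 scale, in either direction, for 46 of the called probes, and the median size was 0.35. The alternative that moved the count most was a model without the breed term, which called 441, and with slide as a random block the count was 633.

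**Figure D1:**
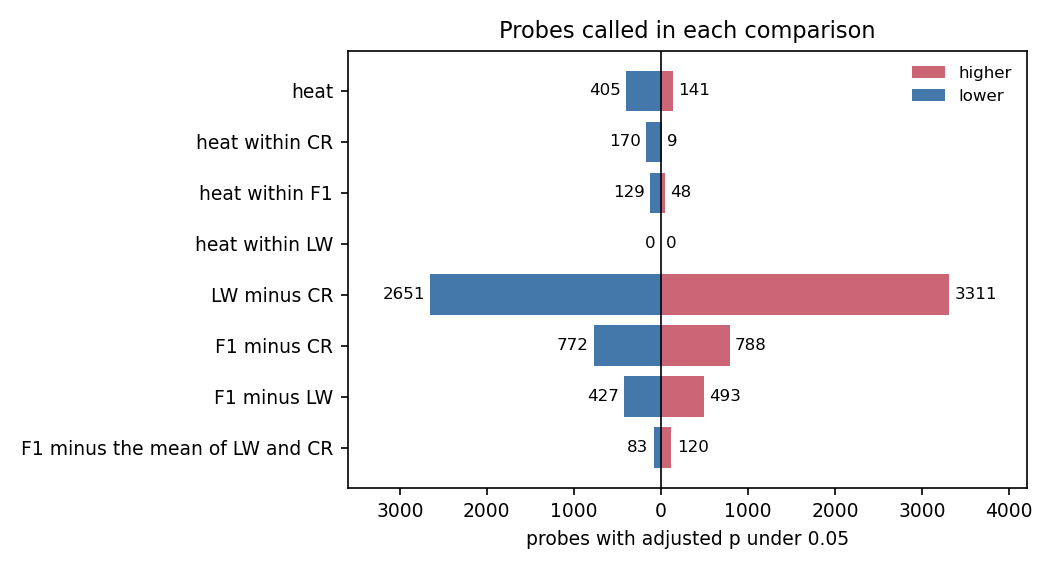
Number of probes with an adjusted p under 0.05 in each comparison, lower to the left of 0 and higher to the right, with 6 pigs per breed and temperature. Heat over all breeds called 546 probes, 405 of them lower, and LW against CR called 5962.

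Among the genes with large rises, KDM1B went from 8.71 ± 0.14 (SD, n = 18) in the 24 °C pigs to 9.11 ± 0.17 (SD, n = 18) in the 30 °C pigs, a change of 0.40 (SE 0.05, adjusted p 1.02e-05), and the other 2 probes of this gene, which rose as well, were not called. SREBF1 rose by 0.32 (SE 0.07, adjusted p 0.00482), and its other 2 probes had the opposite sign. DCT rose by 0.50 (SE 0.13, adjusted p 0.0425) on the 1 of its 5 probes that was called, 4 of the 5 having that sign, and NOP14 by 0.47 (SE 0.12, adjusted p 0.0413). The DCT call was lost when any of 22 of the 36 pigs was left out, and the NOP14 call when any of 20 was left out. The adjusted p of NOP14 was 0.0509 with either scaling to the 75th percentile. KDM1B was higher than the mean of the 24 °C pigs of the same breed in 18 of the 18 pigs of the 30 °C groups.

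Among the genes with the largest falls, BPI changed by -1.68 (SE 0.35, adjusted p 0.00589), from 8.27 ± 1.39 to 6.59 ± 0.87 (SD, n = 18 each), and the change was -2.83 within CR, -1.98 within F1 and -0.22 within LW (unadjusted interaction p 0.00587). FOS changed by -1.62 (SE 0.31, adjusted p 0.00152), from 11.27 ± 0.85 to 9.65 ± 1.13, and all 5 of its probes were called. PCLAF changed by -1.47 (SE 0.18, adjusted p 6.70e-06), CDK1 by -1.45 (SE 0.17, adjusted p 6.70e-06) and TOP2A by -1.36 (SE 0.18, adjusted p 8.90e-06). CDK1 went from 9.24 ± 0.67 to 7.80 ± 0.42 (SD, n = 18 each). PCLAF, CDK1 and TOP2A were lower than the mean of the 24 °C pigs of their breed in 18 of the 18 pigs, FOS in 16 and BPI in 15, and the other 3 for BPI were LW pigs. The cell cycle genes RRM2, CCNB1 and CDC20 changed by -1.26, -1.18 and -1.0. JUN, DUSP1, EGR1, KLF9 and HBB, chosen after their values were seen, changed by -0.89, -0.78, -0.72, -0.52 and -1.0, with adjusted p of 0.000718, 0.000125, 0.00738, 6.94e-05 and 0.00142. Of the 11 probes of KLF9, 1 was called and all had the same sign.

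The study checked its models for interactions between breed and temperature, and this was tested here as well. With limma, 0 probes were called for an interaction, and 2156 had an unadjusted p under 0.05. Within CR, 179 probes were called, 170 of them lower in the 30 °C pigs. Within F1, 177 were called, 129 of them lower, and this count fell to 18 with the position on the slide as a block. Within LW, limma called 0, and 1853 probes had an unadjusted p under 0.05. CR and F1 shared 95 called probes, and 91 of these were lower in both. The 405 probes that were lower over all breeds had a median change of -0.54 within CR, -0.45 within F1 and -0.29 within LW. The probes that were higher over all breeds had a median change of 0.23 within CR, 0.29 within F1 and 0.24 within LW. As the interaction called no probe, the counts do not show that the breeds responded differently.

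The list of cell cycle genes had the smallest p of the 21 lists tested for heat. Its 85 tested genes changed by a mean of -0.42, and 80 of them were lower in the 30 °C pigs. Over all tested probes 49 of these genes were called, and adjusted over the list alone 57 were. The score of the list went from 8.33 ± 0.23 to 7.90 ± 0.12 (SD, n = 18 each), and it was lower than the mean of the 24 °C pigs of the same breed in 18 of the 18 pigs. The permutation p over all breeds was 1e-05, which is the smallest that 100000 resamples can give, and 7e-05 adjusted over the lists. The score fell within CR by 0.54 (exact permutation p 0.00216, adjusted over the lists 0.0227), within F1 by 0.49 (0.00216, adjusted 0.0152) and within LW by 0.24 (0.0130, adjusted 0.136). The permutation p for a difference between the breeds was 0.0811, and 0.352 adjusted over the lists.

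**Figure D2:**
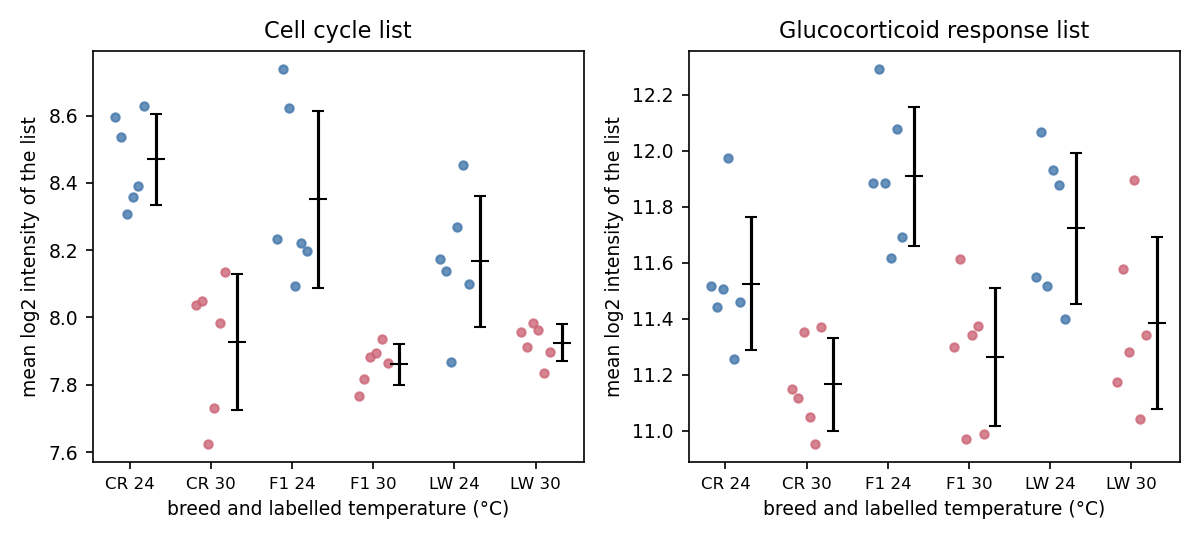
Mean log2 intensity of the cell cycle list and of the glucocorticoid response list in each pig, by breed and labelled temperature, with the mean and SD of the 6 pigs beside the points. The cell cycle score had a mean of 8.33 in the 24 °C pigs and 7.90 in the 30 °C pigs.

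Camera called 10 of the 21 lists for heat, all of them lower in the 30 °C pigs. Of these, 5 also held under fry and under camera with an estimated correlation. They were the cell cycle list (adjusted p 4.90e-07 by fry and 0.000120 with the estimated correlation), the glucocorticoid response list (mean change -0.45, 7.06e-05 and 0.00109), the immediate early list (-0.23, 0.00675 and 0.0366), the p53 signaling list (-0.11, 0.000101 and 0.00273) and the erythroid markers (-0.19, 0.00132 and 0.0110). The adipocyte markers (-0.23) held under fry, with an adjusted p of 0.0375, and not with the estimated correlation, with 0.0953. The unfolded protein response list (-0.11) and the markers of fibroblasts (-0.25), myeloid cells (-0.13) and skeletal muscle (-0.08) held under neither. Called genes adjusted over the list alone numbered 7 of 14 for the glucocorticoid list, 5 of 21 for the immediate early list, 9 of 53 for the p53 list, 7 of 21 for the unfolded protein response list, 3 of 9 for the erythroid markers and 1 of 10 for the adipocyte markers. Over all probes these numbers were 5, 5, 7, 3, 1 and 0. Where 5 or fewer were called, the genes, named after their values were seen, were CEBPD, DUSP1, KLF9, MT1A and PER1 of the glucocorticoid list, DUSP1, EGR1, FOS, JUN and MYC of the immediate early list, DNAJB11, HSPA5 and MANF of the unfolded protein response list and HBB of the erythroid markers, and, adjusted over the list alone, AHSP and HBE1 with HBB and LIPE of the adipocyte markers. In the fibroblast, myeloid and muscle lists limma called 0 genes either way, and 8, 2 and 2 genes had a probe at an unadjusted p under 0.05, against 7 in the adipocyte list. Without the 6 cell cycle genes that it shares, the p53 list changed by -0.02. The erythroid markers changed by -0.09 without HBB.

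The other 11 lists were not called. They were thyroid hormone synthesis (mean change 0.04), heat shock chaperones (-0.01), antioxidant genes (-0.01), oxidative phosphorylation (-0.01), the circadian clock (-0.02), pyrimidine metabolism (-0.06) and the markers of endothelium (0.03), B and plasma cells (0.01), thyroid C cells (0.00), thymocytes (-0.01) and thymic epithelium (-0.12). Adjusted over the list alone, 2 pyrimidine genes (RRM2 and DUT), 1 circadian gene (PER1) and 1 endothelial gene (EGFL7) were called, named after their values were seen. In the other 8 of these lists limma called 0 genes, with at most 8 genes per list that had a probe at an unadjusted p under 0.05. Over all probes, 1 pyrimidine gene and 1 circadian gene were called. The permutation test of the pyrimidine score gave an adjusted p of 0.0386 where camera gave 0.715, and RRM2, which is also a cell cycle gene, was its called gene. The mean and the median of the list differed in sign for the circadian clock, heat shock, pyrimidine, thyroid hormone, C cell and thymic epithelium lists, and camera's direction differed from the mean for the C cell and thymic epithelium lists.

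**Figure D3:**
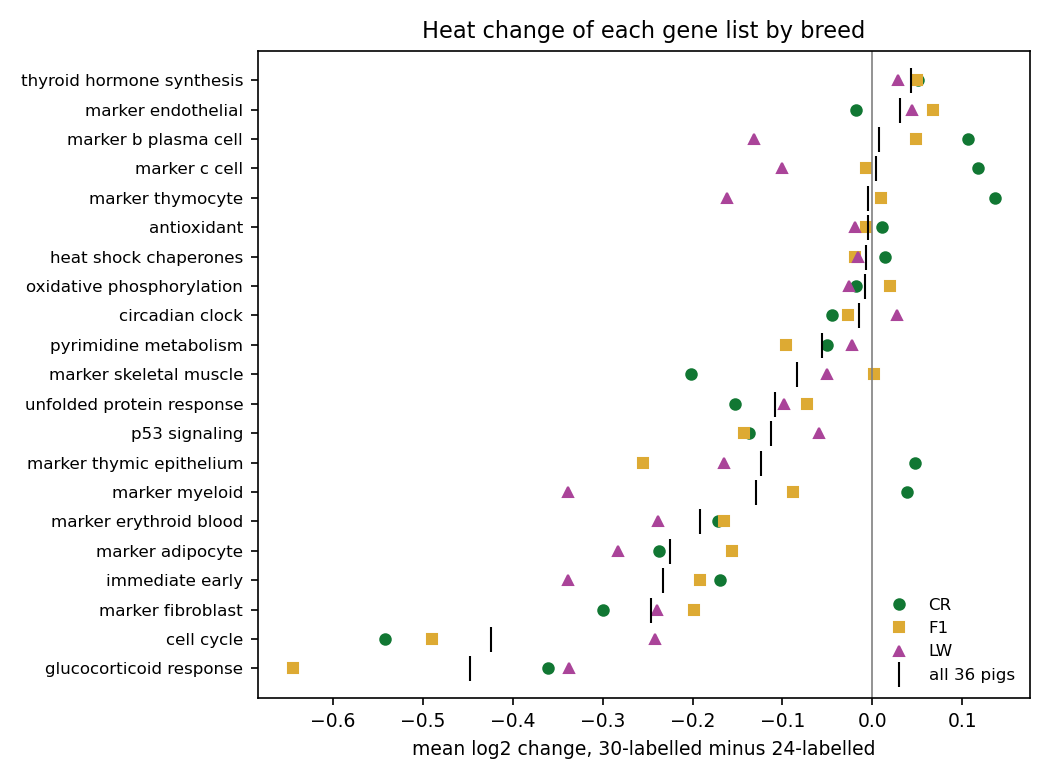
Mean log2 change of the 21 tested gene lists between the 30 and the 24 °C pigs within each breed (symbols) and over all pigs (ticks). The cell cycle list fell by 0.54 in CR, 0.49 in F1 and 0.24 in LW, and the heat shock list changed by -0.01 over all pigs.

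Genes of heat shock and of thyroid function were reported whatever their values. HSPA8, a gene of the HSP70 family, changed by -0.24 (SE 0.07, adjusted p 0.0943), with 15 of the 18 pigs below the mean of the 24 °C pigs of their breed, and it was called when either of 2 pigs was left out. HSPH1, which encodes HSP110, changed by -0.15 (SE 0.07, adjusted p 0.459). The study names genes of both families as changed in this gland, and it gives HSP70 as lower there in the heat. HSPA8 had that direction here and was not called. Here limma called 0 of the 46 tested heat shock genes, both over all probes and adjusted over the list alone, and 8 of them had a probe with an unadjusted p under 0.05. HSPA5, another HSP70 gene, belongs to the unfolded protein response list and not to the heat shock list, and it changed by -0.34 (SE 0.07, adjusted p 0.00289), with 3 of its probes called. Thyroglobulin (TG) changed by 0.04 (SE 0.05, adjusted p 0.888), and 4 of its 10 probes had that sign. TSHR changed by 0.15 (SE 0.08, adjusted p 0.605) and SLC5A5, the iodide transporter, by 0.20 (SE 0.20, adjusted p 0.856).

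The breeds were in equal numbers at both temperatures, which allowed a comparison between them. A total of 5962 probes was called for LW against CR, 3311 higher and 2651 lower in LW, and the named ones stood for 2194 genes. All 5962 had the same sign at both temperatures. The count was 5408 with the median intensity scaled to the 75th percentile and 7215 with slide as a fixed block. F1 differed from CR in 1560 probes and from LW in 920. DEFB1 was higher in LW by 2.84 (SE 0.25, adjusted p 2.24e-09), with means of 10.39 ± 0.99 in LW and 7.55 ± 0.39 in CR (SD, n = 12 each), and its other probe was not called. LECT1 was higher in LW by 4.42 (SE 1.34, adjusted p 0.0238), and it was well above background on 24 of the 36 arrays. In CR it was so on 1 of 6 arrays at 24 °C and 3 of 6 at 30 °C, against 5 of 6 in LW at each temperature. The size of the LECT1 difference thus rests in part on CR values near background and is uncertain. ASPG was higher in LW by 2.53 (SE 0.74, adjusted p 0.0182), in 7 of the 12 LW pigs. TMEM176B was lower in LW, with a difference of -3.41 (SE 0.68, adjusted p 0.000757), and so was NPSR1, with -2.93 (SE 0.43, adjusted p 1.77e-05), each in 12 of 12 LW pigs when compared with the mean of CR. For TMEM176B the CR pigs were not alike, as 4 of the 12 lay between 6.54 and 7.85, near the LW pigs, and the other 8 at 11.6 or above. The probe of SELENOF changed by -4.29 (SE 0.52, adjusted p 8.26e-07), but of the 6 probes of this gene 3 were called and 2 had that sign.

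**Figure D4:**
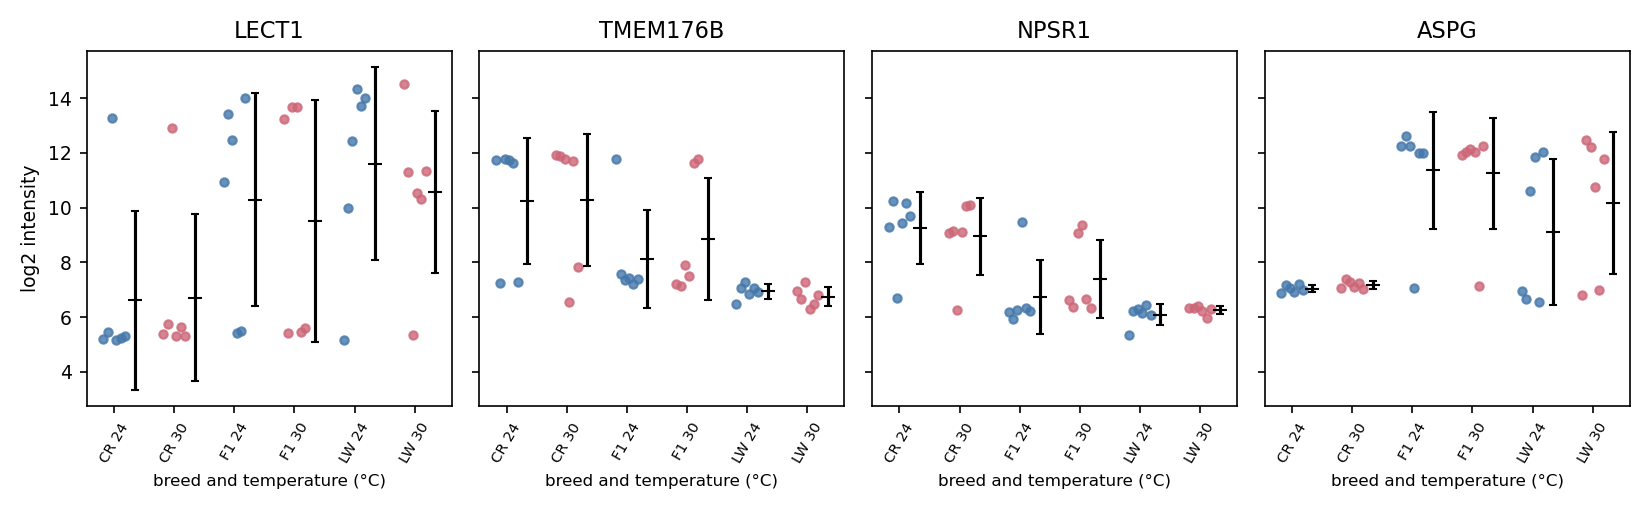
Log2 intensity of LECT1, TMEM176B, NPSR1 and ASPG in each pig by breed and labelled temperature, with the mean and SD of the 6 pigs beside the points. LECT1 was near 5.28 in 5 of the 6 CR pigs at 24 °C and at 13.3 in the other one.

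The cross was set against its parental breeds to ask whether F1 pigs lay between them. This was measured on the 46162 tested probes with a value on all 36 arrays, of which 5954 were called for LW against CR. Among these calls, F1 lay between the means of the breeds for 88.1% of the probes, and its median position was 0.119 on a scale from -1 at CR to 1 at LW. For the 297 of these probes that differed by at least 1 on the log2 scale it was -0.167, nearer to CR. A total of 203 probes differed between F1 and the mean of the breeds, 120 higher and 83 lower in F1. F1 was above both breeds in 118 of these, below both in 80 and between them in 5, and 103 were called against both. The called probes included 114 with a gene name, and 56 of these were of 11 genes of the mitochondrial genome, which pigs inherit from the dam alone, so that the mean of the breeds is not what is expected for them. This class was noticed after its values were seen. Of the 56, 54 were higher in F1, and 147 calls lay outside these genes. CRSP-2 was higher in F1 by 3.19 (SE 0.55, adjusted p 0.00168), ASPG by 2.93 (SE 0.64, adjusted p 0.0196) and CRSP3 by 2.54 (SE 0.41, adjusted p 0.00119). DEFB1, DCT and SH3KBP1 were lower in F1 than the mean of the breeds, with differences of -1.28 (SE 0.22, adjusted p 0.00162), -0.93 (SE 0.12, adjusted p 4.45e-05) and -0.80 (SE 0.16, adjusted p 0.0117). For DEFB1 the F1 pigs lay near the level of CR and not below both breeds, with means of 7.69 in F1, 7.55 in CR and 10.39 in LW. The other probe of DEFB1 had the opposite sign. ASPG had means of 7.11 ± 0.15 in CR, 11.31 ± 1.98 in F1 and 9.64 ± 2.57 in LW (SD, n = 12 each). F1 pigs were on the stated side of the mean of the other breeds in 12 of 12 pigs for CRSP-2, CRSP3, DEFB1 and DCT, in 11 for SH3KBP1 and in 10 for ASPG.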

Values the study reported

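For the thyroid, the main text of the paper reports 46,097 expressed probes and 164 differentially expressed probes between the temperatures, which account for 82 unique annotated genes. The abstract gives the same series of counts with the tissues in another order, by which the thyroid would have a lower count. The main text names HSP70 and HSP110 among the differentially expressed genes of this gland, and its discussion gives HSP70 as lower in the heat. The enriched pathways it names are p53 signaling, pyrimidine metabolism and cell cycle terms.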

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

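The tests for a poor array and for a wrong breed label were chosen only after the results were seen. The named genes and the list scores were searched, in each group of 6 pigs, for a single pig whose distance to the nearest other pig, as a share of the range of the group, exceeds the critical value of Dixon's test at 95%, which chance gives in about 1 group of 20. Of 324 groups of values, 30 had such a pig, where 16.2 were expected by chance, and these pigs came from 17 arrays, 8 of which appeared more than once. The values are not independent, as genes and lists share pigs, so the excess was not tested. No difference of the heat effects between breeds passed its test.

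In the genes that differ between the breeds, single pigs lay far from their group by 5 or more units of the log2 scale in some cases. For LECT1, replicate 3 of CR 24 °C was at 13.3 where the other 5 pigs had a mean of 5.28, a ratio of gap to range of 0.966, and replicate 3 of CR 30 °C was at 12.9 where the others had a mean of 5.48, a ratio of 0.942. For ASPG, replicate 4 of F1 24 °C was at 7.05 against 12.2 (ratio 0.885) and replicate 5 of F1 30 °C was at 7.14 against 12.1 (ratio 0.936). For TMEM176B, replicate 1 of F1 24 °C was at 11.8 against 7.39 (ratio 0.922). For NPSR1, replicate 3 of CR 24 °C (ratio 0.731) and replicate 3 of CR 30 °C (ratio 0.728) were lower than the other CR pigs, replicate 4 of F1 24 °C was higher, at 9.47 against 6.19 (ratio 0.891), and replicate 1 of LW 24 °C was lower (ratio 0.664). Replicate 3 of CR 24 °C and replicate 3 of CR 30 °C thus stood apart in both LECT1 and NPSR1, each towards the level of LW.

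A wrong breed label is a candidate explanation for these pigs. The position of a pig between the breeds was computed from the 500 probes that best separate the LW from the CR pigs when that pig is left out, on a scale from -1 at CR to 1 at LW. It ranged from -1.07 to -0.455 in CR, from -0.474 to 0.349 in F1 and from 0.592 to 1.11 in LW. Of the 6 pigs named above, 4 lay at least 2.36 SD from the mean of the nearest other breed, which argues against a wrong label for them. The other 2, replicate 3 of CR 30 °C at -0.455 and replicate 4 of F1 24 °C at -0.474, lay 1.31 and 1.76 SD from the nearest other breed, so a wrong label of these 2 pigs, or a pig of mixed descent, cannot be excluded, and genotypes that would decide it were not analysed here. These genes were chosen because they differ between breeds, and in the plot of 4 breed genes the pigs of F1, and those of CR for TMEM176B, also fall into separate levels. Variants that segregate within a breed or family, in the gene or under the probe, remain open. The second probe of NPSR1 picked out the same pig in 2 of its 4 groups, and the labels give no families to test this on.

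Smaller distances were found for the other named genes. They were replicate 4 of CR 24 °C for DEFB1 (ratio 0.712), replicate 3 of F1 30 °C for DEFB1 (0.633), replicate 1 of CR 24 °C for SH3KBP1 (0.638), replicate 5 of F1 24 °C for SH3KBP1 (0.729), replicate 1 of LW 30 °C for SH3KBP1 (0.648), replicate 6 of F1 24 °C for HSPH1 (0.674), replicate 3 of CR 30 °C for HBB (0.722) and replicate 1 of LW 24 °C for HBB (0.763). Both HBB pigs were lower than their groups, at 7.97 against 9.75 and 9.81 against 11.3, and both temperatures had 1 of them.

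Among the list scores, the unfolded protein response list had the highest ratio of gap to range, with replicate 2 of CR 24 °C at 14.4 against 14.0 in the others (ratio 0.868), and replicate 2 of F1 30 °C was lower than its group (0.661). The fibroblast markers were higher in replicate 6 of CR 30 °C, at 11.7 against 10.4 (0.751), and in replicate 4 of F1 24 °C (0.703). The muscle markers were higher in replicate 4 of CR 24 °C (0.720) and lower in replicate 5 of F1 24 °C (0.689). The markers of B and plasma cells were lower in replicate 3 of CR 24 °C (0.652) and replicate 1 of LW 24 °C (0.748), those of thyroid C cells were lower in replicate 4 of LW 30 °C (0.678), and those of thymic epithelium were higher in replicate 2 of CR 24 °C (0.646) and replicate 1 of LW 30 °C (0.687). The circadian list was higher in replicate 2 of F1 24 °C (0.690) and the glucocorticoid list in replicate 4 of CR 24 °C (0.641).

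A poor array is a technical candidate explanation for all of these. Of the 17 arrays with such a pig, 1 also stood apart in its group in a measure of the array, which were the share of probes well above background, the median intensity and the mean correlation with the other arrays. That array was replicate 2 of F1 24 °C, which had a lower correlation, and its only distance among the scores was in the circadian list. Poor arrays as the cause of the pattern as a whole are therefore argued against. Different amounts of neighbouring tissue, such as muscle, connective tissue or thymus, in single glands remain open for the marker lists and were not tested pig by pig. Differences between single pigs are the biological explanation, which stays untested because each pig has 1 array.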

How the results depend on the processing

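Leaving out each array in turn for the named genes was chosen only after the results were seen, and no other alternative was. For the counts of called probes, 11 alternatives were run in addition to leaving out each array, and heat had a pair more, a model without a breed term and the mean of the changes within the breeds. Over these the count for heat ranged from 441 to 633, within CR from 137 to 193, for LW against CR from 5408 to 7215 and for F1 against LW from 802 to 1326, each within 1.5 times the reported count. The interaction had 0 called probes by limma under all 11, with 1838 to 2997 probes at an unadjusted p under 0.05.

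Counts moved by more than 1.5 times in these cases. With array weights, F1 against CR had 2398 called probes in place of 1560, F1 against the mean of the breeds had 399 in place of 203, and heat within LW had 2 in place of 0. With slide as a random block, F1 against the mean of the breeds had 314. With the position on the slide as a block, heat within F1 had 18 in place of 177. The cause was not tested in these cases. Of the 21 lists, fry called 6 and camera with an estimated correlation 5, in place of 10, and these tests differ from camera's preset by allowing for the measured correlation of the genes.

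With each of the 36 arrays left out in turn, the count for heat ranged from 460 to 588, within CR from 132 to 203, within F1 from 68 to 272, within LW from 0 to 16, for LW against CR from 5316 to 6152, for F1 against CR from 1104 to 1789, for F1 against LW from 752 to 980 and for F1 against the mean of the breeds from 151 to 250, and the interaction stayed at 0. The count within F1 rested on single pigs. It was 68 without replicate 3 and 72 without replicate 2 of F1 24 °C, 92 without replicate 6 and 110 without replicate 3 of F1 30 °C, and 272 without replicate 4 of F1 24 °C. Within LW it was 16 without replicate 1 of LW 24 °C, 15 without replicate 3 of LW 30 °C, 2 without replicate 5 and 1 without replicate 1 of F1 30 °C.

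The change of 4 lists that were not called reversed its sign. The C cell markers changed by 0.0035 as reported, by -0.0203 with the processed intensity and by -0.0129 with the mean of all probes of a gene. The thymic epithelium markers changed by -0.12 as reported, by 0.00675 with the processed intensity and by 0.0255 with probes well above background on all 36 arrays. The thymocyte markers changed by -0.0050 as reported and by 0.0235 with the processed intensity. The markers of B and plasma cells changed by 0.0078 as reported, by -0.0024 with normexp and by -0.0051 without a filter. The cause was not tested. The lists of fibroblast, myeloid and muscle markers and of the unfolded protein response were no longer called under fry or the estimated correlation, and the adipocyte markers under the latter. The other 12 lists kept their direction and their side of the threshold under all 10 alternatives run for lists.

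The values of the genes selected by the naming rule or named besides kept their direction under the 5 alternatives run for them, and all but NOP14 kept their side of the threshold. Without single pigs, none of these 35 values changed its sign and 32 kept their side of the threshold under all 36 omissions. The exceptions were DCT, whose adjusted p for heat ranged from 0.0114 to 0.0744, NOP14, with 0.0238 to 0.0740, and HSPA8, with 0.0447 to 0.159.

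Signal over background limits dim probes. The filter left out probes that were not well above background on 5 of 6 arrays of any group, and without it 495 probes were called for heat. The adjustment is over more probes in that case.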

Other observations

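The tests of the cell cycle fall in each breed and on each slide, the counts at an unadjusted p in other splits, the slide block in another split, the tests of mitochondrial probes, the test of genes whose other probes do not differ, and the tests of the p53 list without shared genes and of the erythroid list without HBB were chosen only after the results were seen.

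The number of probes called for heat was 546, and they stood for 174 genes. Both are higher than the values quoted from the study above. The model here has no terms for pen, day of slaughter, sire and dam, which the labels do not give, and whether this accounts for the difference was not tested.

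Each count was compared with other splits of the same pigs, 100 splits per result with the real one included. For heat, heat within CR, heat within F1, LW against CR, F1 against CR, F1 against LW and the number of called lists, 1 split of the 100, the real one, gave a result as large. The splits moved pigs singly and kept neither litters nor days of slaughter together, so they cannot exclude chance among the few families or days. Chance placement of single pigs is excluded for these counts of calls at this number of splits, but narrowly for 2 of them. For heat within CR another split called 173 probes, against 179, and 26 of the 99 other splits had a call, and without single arrays the real count fell to as few as 132. For the number of called lists another split gave 9, against 10. For the interaction and for heat within LW, limma called 0 probes, so all 100 splits give as many and the count of calls decides nothing. Of the probes at an unadjusted p under 0.05, 45 of the 100 splits gave as many as the real one for the interaction and 62 for heat within LW, so chance is not excluded. By the same measure 30 splits gave as many for heat within CR, 6 for heat over all breeds and 6 for F1 against the mean of the breeds, and 1, the real one, for heat within F1 and for each pair of breeds. Chance is thus not excluded by this measure for the first 3. For heat within CR and for heat over all breeds, chance placement of single pigs is excluded by the calls at an adjusted p alone. For F1 against the mean of the breeds 2 splits called as many probes. The other of these called 1419 probes, and 10 of the 12 pigs it placed in the cross lay on slides 3 and 4. Differences between slides carried 35.9% of the variance of its term, against 1.56% for the real one, and 1 other split had as high a share and called fewer. With slide as a fixed block this split called 0 probes and the real comparison 243. For the lists, 1 split gave as small a p for the cell cycle, glucocorticoid, p53 and erythroid lists, 2 for the immediate early list and 4 for the adipocyte markers. For the muscle markers 8 did, for the unfolded protein response list 10, for the fibroblast markers 14 and for the myeloid markers 22, so chance is not excluded for these. In the 99 other splits a median of 3 lists was called, and all 99 called at least 1 list, so a list called by camera at the preset correlation alone is weak evidence here.

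The fall of the cell cycle list in the 30 °C pigs was weighed against technical explanations. Fewer thymocytes or other lymphoid cells in the glands is a candidate explanation, since the thymus lies near the thyroid in the pig and its cells divide. With the thymocyte and B cell scores as covariates the list changed by -0.4252 (SE 0.06), against -0.4248 (SE 0.06) without them, which argues against it. The lists of these cells had 11 of 20 and 7 of 13 genes tested, 0 of them in the cell cycle list, and their scores were 7.07 and 7.33 in the 24 °C pigs, below the 8.33 of the cell cycle list. With all 10 marker scores the change was -0.44 (SE 0.13). Each slide held as many 24 °C as 30 °C pigs, so a difference in level between slides cannot give the change, and the score fell among the pigs of each of the 5 slides, with changes from -0.3813 to -0.4672 after the mean of the breed was taken off (permutation p within slides 5e-05). The choice of signal or scaling is argued against by a change of -0.3682 or further from 0 under each of the other signals, scalings and sources. A fall in 1 breed alone is argued against by the falls within CR and F1, with exact permutation p values adjusted over the lists of 0.02273 and 0.0152. Within LW it was 0.136, so a fall in LW taken alone is not established. The technical explanations tested were thus argued against. The day and the time of slaughter and the age of the pigs cannot be told apart from the temperature, since they differed between all 24 °C and all 30 °C pigs. The paper reports that pigs had free access to feed and ate less in the heat. A lower feed intake therefore cannot be told apart from the temperature either. Fewer dividing cells in the gland in the heat is therefore an open hypothesis beside those. The same limit holds for the falls of the glucocorticoid and immediate early lists.

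The p53 list fell by 0.11, and the 6 genes that it shares with the cell cycle list may account for this, as the other 47 genes changed by -0.02078, with an adjusted p of 0.0800 by camera with the estimated correlation. The change of the p53 list gives no separate sign of a p53 response. The erythroid list fell by 0.19, and less blood in the glands of the 30 °C pigs is a candidate explanation. HBB went from 10.58 to 9.57. Without HBB its other 8 genes changed by -0.08981, with an adjusted p of 0.0202 by fry and 0.0552 by camera with the estimated correlation, and 6 of them were lower. Fry asks whether these genes changed at all, so it argues against a lower HBB signal alone, and camera asks whether they changed more than other genes. AHSP and HBE1, called when adjusted over the list, changed by -0.411 and -0.1448. Less blood cannot be told apart from lower expression of these genes, since the other genes fell by far less than HBB and no measure of blood is given. With the erythroid score as a covariate 209 probes were called for heat, in place of 546, but that score itself differs between the temperatures.

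The difference between LW and CR could come from other causes than expression. Sequence differences under single probes are one. For 288 genes with a called probe that changed by at least 0.5 and with another probe, 75.7% had another probe that differed the same way at an unadjusted p under 0.05 (bootstrap 95% interval 70.5% to 80.6%), against 28.6% with probes drawn at random. This argues against sequence differences confined to a single probe as the cause for most of these genes. The other probe only had to differ in sequence and probe positions were not known, so a variant under overlapping probes is not excluded. LECT1, ASPG and TMEM176B had 1 tested probe each and lie outside this test. For the other 24.3% of genes, sequence differences under single probes cannot be told apart from a difference of one transcript, as sequences of these pigs were not analysed here. For heat, whose groups hold the same breeds in equal numbers, the share was 87.2%. A different share of other tissues in the glands is another candidate explanation. With the 10 marker scores as covariates limma called 0 probes for LW against CR and 0 for heat, but the scores explain 73.5% of the variance of the breed term and 64.7% of that of the heat term, so this model has little left to test, and 93.1% of the calls kept their sign. A different share of other tissues therefore cannot be told apart from a difference between breeds. More fat in the glands of CR pigs was tested apart, since 1928 probes were called with the adipocyte score as a covariate, the lowest count of the 10 scores, and that score was lower in LW. The difference predicted from the relation of each probe with that score among pigs of one group had a median of -1.06% of the difference seen, with the predicted sign in 48.6% of the probes, and shuffled scores gave -12.2% to 10.09%. This argues against fat as the cause of the breed difference as a whole.

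The probes at which F1 differed from the mean of its parental breeds were weighed in the same way. Averaging on the log2 scale is a candidate explanation, since the mean of logs lies below the log of the mean. Against the mean on the linear scale 221 probes were called, 192 of them on both scales, and 109 were lower in F1, which argues against it. A difference between slides is argued against by the 243 calls with slide as a block, which the other split above lost. The few families behind each breed remain open, as the labels do not name them, so these differences may belong to families and not to the cross.

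The mitochondrial probes among the F1 calls were looked at apart. Over the 56 called probes the mean log2 intensity of a pig lay between 15.35 and 16.36, and the widest gap in the 36 values was from 15.64 to 16.02. All 12 F1 pigs were above the gap, with 2 of the 12 CR and 4 of the 12 LW pigs. More mitochondria in the glands of F1 pigs is a candidate explanation. The 58 nuclear genes of oxidative phosphorylation differed between F1 and the mean of the breeds by -0.02071 (SE 0.034), where all 128 tested mitochondrial probes differed by 0.311 (SE 0.058), which argues against it. Sequence differences under the probes between dam lines are another candidate. Of the 25 probes of COX1, 2 were called, and the differences ran from -0.062 to 1.95 with a median of 0.04, and those of the 20 probes of ND1 ran from -0.45 to 1.65. The 72 mitochondrial probes that were not called had a median difference of 0.09101, and 60 of them were higher in F1. Called probes went in both directions for ND1, from -0.45 to 1.65, and for ND6, with 0.47 and -0.34. A higher level of the transcript alone does not give both directions in these genes, but 54 of the 56 called probes were higher. For the called probes as a whole, sequence differences under the probes cannot be told apart from a difference of the transcripts. Sequences of these pigs were not analysed here and the labels do not name the dams.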
